A study of Homo sapiens with 3 samples. Its data were reported in "Chlorogenic acid effectively treats cancers through induction of cancer cell differentiation" (2019).

How the data were processed

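Total RNA of Huh7 cells from 3 groups, untreated, CA 50 μM and CA 100 μM for 24 h, was amplified, labelled with Cy3 and hybridised by the authors to a whole human genome Agilent oligonucleotide array, with 1 array per group. The arrays shared 1 slide scan, so that slide or scan could not be fitted as a block, and with 1 array per group no replicate could be left out. Groups were taken from the treatment given for each sample. The study's arrays of MIHA cells and its miRNA arrays were not analysed here.

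The authors processed the scanned images with Feature Extraction 11.0.1.1, and the deposited spot files hold intensity values in arbitrary units. The processed signal used here is the deposited intensity after Feature Extraction subtracted the background, removed trends over the array surface and replaced the lowest values by a positive surrogate. It was not scaled between arrays. The files also give the median spot and local background intensities, and flags for saturation, outliers and a signal well above background. In addition, the authors deposited a table of log2 values per probe. The method behind that table was not stated, but its 3 columns share the same quartiles and follow the log2 processed signal with correlations of at least 0.99995 over probes well above background, so that it was used as an alternative only.

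The main values were log2 of the processed signal minus the 75th percentile of each array over gene spots without an outlier flag. Control spots and spots flagged as non-uniform or as population outliers were left out, which removed 429, 569 and 596 gene spots from the untreated, CA 50 μM and CA 100 μM arrays. The 10 spots of a replicated probe were averaged on the log2 scale (999 probes), and the other 33128 probes had 1 spot. A probe counted as well above background when at least 50% of its spots were. Ratios were formed only for probes well above background on both arrays compared, and probes above it on 1 side were given as bounds. Probe names were taken from the RefSeq accessions in the files, through a table of gene names of assembly GRCh38.p14, which named 25771 of 34127 probes (75.5%) and 19740 gene symbols. No coordinates are given, since the array design was annotated on GRCh37. A gene with several probes was represented by its brightest probe above background.

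A change of at least 2-fold was counted as a description of the arrays, without a test. Agreement of the doses was set against 1000 sets of unchanged arrays made by shuffling the 3 deviations of each probe from its mean, with all probes and again without disturbed areas. Such arrays have no order of the groups but keep the size of each probe's deviations. After the data had been seen, 1000 sets of independent arrays of unequal spread were added, drawn from normal distributions with the SD of each array, from the variances of the 3 sets of ratios, times the relative spread of each probe. Gene lists (genes named by the study, S phase, G2/M, MYC targets, hepatocyte, hepatic progenitor, oxidative phosphorylation, NRF2 targets, ATF4 and unfolded protein response, ribosomal proteins, and a further list not reported here) were written before the data were examined. Each median was placed among 10000 random lists of the same size, matched on 10 classes of signal. Genes were named by a rule fixed at the same time, namely the genes the study named or followed up (some are not reported here), the 5 higher and 5 lower genes with the largest change at both doses among those whose probes moved in 1 direction, and the 3 largest rises and falls at each dose. A list of basal epithelial markers was written later, before its values were seen. Intervals of shares are exact binomial ones and cover counting error only.

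Disturbed areas were windows of 17 rows and 7 columns of spots in which at least 5 spots, and at least 25% of the spots of probes not well above background on both other arrays, were at least 4-fold brighter and well above background on 1 array. The alternatives were quantile normalization, cyclic loess, centring on the median of measured probes, normexp background correction with an offset of 50, the log2 table deposited by the authors, a filter on 1 array, no filter, no filter with a floor, leaving out saturated spots, the mean over the probes of a gene, 1 probe per gene, leaving out disturbed areas or spots with background flags, and the lowest single spot well above background as the floor of bounds. Since the files used here hold median spot intensities, normexp was run on those in place of mean ones, without spots with background flags. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.

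The steps were tested on simulated data. For CA 50 μM against untreated over 22114 simulated probes, 200 of 200 probes changed 4-fold were recovered with 0 other calls. The shuffling of simulated unchanged arrays gave a mean correlation of 0.5003 where the simulated value was 0.496. Over 14546 genes of simulated unchanged arrays, 1135 of 1200 lists fell within the middle 95% of random lists. Simulated noise was independent between probes and smaller than the spread of the real untreated and CA 50 μM arrays. The recovery of 4-fold changes was therefore set by the design, and the check of lists does not cover genes that vary together. A bright area planted on the simulated CA 50 μM array was found for 95.5% of its spots, with 0.150% of the spots outside marked. The number of arrays limits the precision of every comparison.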

Results

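The mRNA expression of Huh7 cells, an established human hepatoma line, was measured after no treatment or after 24 h of exposure to chlorogenic acid (CA), a plant polyphenol, at 50 or 100 μM. The comparisons ask which transcripts changed under CA, which the study examined as an inducer of tumor cell differentiation, and whether both doses changed the same ones. RNA of each group was labelled with Cy3 and hybridised to 1 one-colour Agilent array, so that the data comprised 3 arrays with no replicate in any group. No test across samples was made, and every difference given here is a difference between arrays that has no replicate check. Each array carried 44495 spots, of which 43118 belonged to gene probes. Of the gene spots without an outlier flag, 70.4% were well above background on the untreated array, 71.1% on the CA 50 μM array and 70.9% on the CA 100 μM array. The 75th percentile of the processed signal, to which each array was scaled, was 1059 intensity units in the untreated group, 1207 at CA 50 μM and 1249 at CA 100 μM. The spots made up 34127 probes, of which 22114 were well above background on all 3 arrays.

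Measurement error within the arrays was taken from probes printed 10 times. Over 812 such probes, the log2 ratio of CA 50 μM to untreated had a median SD of 0.065 between the spots of one probe, which was 0.12 in the dimmest and 0.050 in the brightest of 4 equal classes of signal. Background correction by normexp raised this median to 0.083, the largest change under any alternative. This SD covers printing and scanning only, and leaves out the variation between cultures, extractions and hybridisations.

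At CA 50 μM, 22471 probes were well above background on both arrays, and their log2 ratios to the untreated array had an SD of 0.33. By a fixed rule of size, 138 of these probes were at least 2-fold higher and 103 were at least 2-fold lower than in untreated cells, which together was 1.07% of the probes compared. Of the probes changed by this rule, 52.3% lay in the dimmest of 5 equal classes of signal. Without a filter on dim probes the counts became 1074 higher and 1050 lower, the largest change under any alternative. In the values deposited by the authors, 101 probes were higher and 118 were lower, so that the higher share of the changed probes moved from 57.3% to 46.1%. A further 61 probes rose at least 2-fold from not well above background in untreated cells, and 91 fell at least 2-fold to that level at CA 50 μM. For such probes only a bound is given, which is the brighter value over the higher of the lowest signal of a probe well above background on the dim array and the probe's own signal there. At CA 50 μM this lowest signal was 12.5 intensity units, from a probe printed 10 times, whereas the lowest single spot well above background had 13.3. With the latter as the floor, an alternative chosen after the data had been seen, 75 in place of 91 probes fell at least 2-fold to background at CA 50 μM.

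At CA 100 μM, 142 probes were at least 2-fold higher and 57 were at least 2-fold lower than in untreated cells, among 22267 probes. Against CA 50 μM, the CA 100 μM array had 153 probes higher and 39 lower, among 22453 probes. Most of the higher calls at CA 100 μM lay in a band that crossed that array. The band was found from other probes, namely those not well above background on both other arrays. Inside the disturbed areas of the CA 100 μM array, 323 of 520 spots of such dim probes were at least 4-fold brighter and well above background on that array, against 47 of 10995 outside. The areas were defined by such spots, so that this contrast describes them and is no test. Of the 141 single-spot probes at least 2-fold higher at CA 100 μM, 65.2% lay in disturbed areas, whereas these areas held 5.69% of the single-spot probes compared. Leaving out the disturbed areas, an alternative chosen after the data had been seen, left 50 probes higher and 55 lower at CA 100 μM against untreated, and 51 higher and 38 lower against CA 50 μM. The counts at CA 50 μM against untreated were then 136 higher and 102 lower. The probes that rose at least 2-fold from not well above background at CA 100 μM numbered 384, and 47 without the disturbed areas. Those that fell to that level numbered 52.

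**Figure D1:**
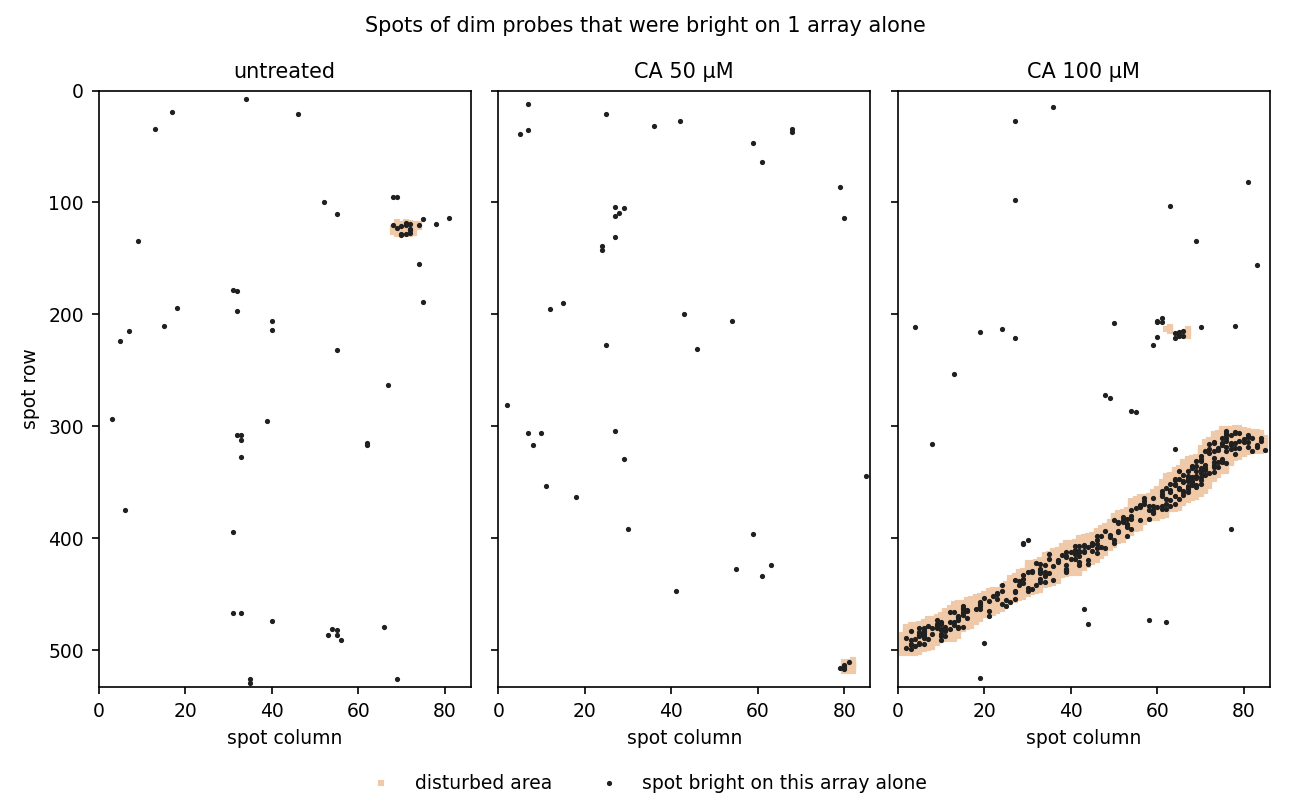
Spots of probes that were not well above background on both other arrays but were well above it and at least 4-fold brighter on the array named above each panel, by spot row and spot column (black points), with the disturbed areas shaded. The CA 100 μM array has 370 such spots, 323 of them in the shaded areas that such spots define, whereas the untreated array has 61 and the CA 50 μM array has 45.

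The log2 ratios at both doses were compared across the 22114 probes that were well above background on all 3 arrays. Both ratios share the untreated array, so unchanged arrays were simulated by shuffling the 3 values of each probe. Shuffling removes any order of the groups but keeps the size of each probe's deviations, real changes included. The correlation across probes was 0.597, whereas 1000 simulated sets gave a mean of 0.4998 and a maximum of 0.539. Shuffling gives all arrays the same spread, which fixes this mean near 0.50. Independent arrays that differ in spread alone, with SDs of 0.23, 0.23 and 0.15 taken from the 3 sets of ratios, gave a mean correlation of 0.597 by construction, so that the correlation is no measure of a shared change. Probes are not independent replicates, and no p-value is given. The correlation fell to 0.391 when a probe had to be above background on 1 array only, and was 0.638 without the disturbed areas, where unchanged arrays gave at most 0.542. The ratios had the same sign in 75.8% of probes, against 66.7% on average and at most 67.6% in the shuffled sets, and at most 71.6% in arrays of unequal spread. This share moved most with no filter and a floor on dim values, to 54.2%. The floor differed between arrays, so that probes at the floor on all of them had ratios of opposite sign by construction. That setting is therefore no measure of agreement. By the 2-fold rule, 12 probes were at least 2-fold higher at both doses and 27 were at least 2-fold lower. Unchanged arrays gave 15.1 higher, between 6 and 26, and 39.6 lower, between 21 and 58, so that both counts lay within these ranges. Since real changes stay in the shuffled values, this does not show that such counts arise without a change. Arrays of unequal spread gave between 29 and 72 higher, so that the 12 seen lay below this range. They gave between 26 and 72 lower, with the 27 seen near the lower end. Without the disturbed areas these ranges were 22 to 60 higher, against 11 seen, and 24 to 58 lower, against 26 seen. The shuffling spread the bright spots of the disturbed areas over the arrays. Without these areas, 11 probes were higher at both doses and 26 were lower, against means of 13.5, between 4 and 25, and 21.3, between 9 and 33, in unchanged arrays. Of the 135 probes called higher at CA 50 μM among these, 128 (94.8%) were above the untreated value at CA 100 μM as well, with a median log2 ratio there of 0.57, whereas unchanged arrays gave 67.7 to 91.2%. Of the 98 called lower at CA 50 μM, 74 (75.5%) were also below it at CA 100 μM, with a median of -0.65, which was under the 84.3 to 99.1% of unchanged arrays. Of the 125 called higher at CA 100 μM, 84 (67.2%) were above it at CA 50 μM, with a median of 0.24 and unchanged arrays at 66.7 to 91.3%. Of the 54 called lower at CA 100 μM, 53 (98.1%) were below it at CA 50 μM, with a median of -1.002, where unchanged arrays gave 82.1 to 100%. Without the disturbed areas the 94.6% for higher calls at CA 50 μM lay within the range of unchanged arrays, from 68.3 to 98.0%, and the 64.4% for higher calls at CA 100 μM lay below it, from 68.7 to 96.6%. The 77.4% for lower calls at CA 50 μM was then just under the range, from 78.0 to 100%. Changes at CA 100 μM were smaller than at CA 50 μM, with an SD of the log2 ratio of 0.27 against 0.32. The CA 100 μM value lay between the untreated and the CA 50 μM values in 50.5% of probes, whereas no preferred order would give 33.3% and independent arrays of unequal spread gave 40.7% on average and at most 41.8%.

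**Figure D2:**
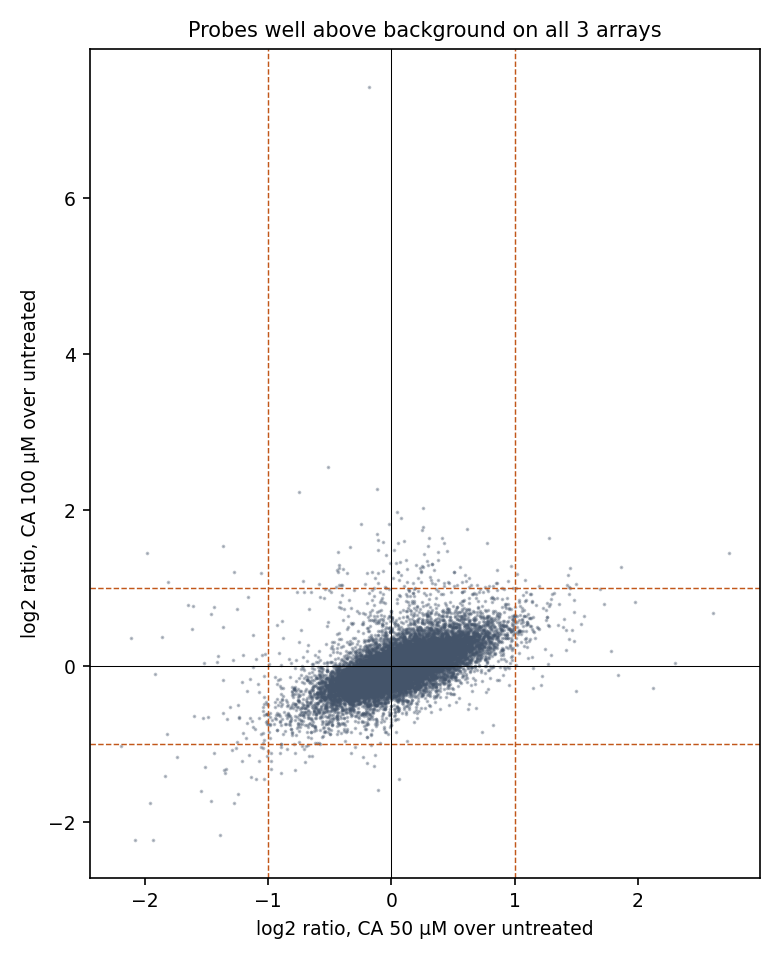
Log2 ratio to untreated at CA 50 μM (horizontal) and CA 100 μM (vertical) of the 22114 probes well above background on all 3 arrays, 1 point per probe, with dashed lines at a 2-fold change. The correlation is 0.597, and 12 probes lie beyond both lines on the higher side and 27 on the lower side.

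The genes that the study named as changed by CA were chosen on these same arrays at CA 50 μM, and the ratios at CA 100 μM share the untreated array. The values of these genes are therefore not independent evidence. No probe was named HELT here. Among those reported as higher, KLHL22 was well above background throughout and its log2 ratio was 2.61 at CA 50 μM and 0.68 at CA 100 μM. Over the alternatives its lowest values were 1.09 and 0.07, and its window of the CA 50 μM array held another dim probe that was bright on that array alone. CDKN1A, which encodes p21, had log2 ratios of 0.52 and 0.36, and the values at CA 50 μM ranged from 0.08 to 0.52 over the alternatives, with the lowest under normexp. KHSRP was measured by a bright probe with log2 ratios of 0.38 and 0.39 and by a dim probe that was not well above background in untreated cells and was at least 2.65-fold higher at CA 50 μM and 1.64-fold higher at CA 100 μM. LPAR4 was at least 2.44-fold higher at CA 50 μM and was not well above background on the other arrays, and its window of the CA 50 μM array held another dim probe that was bright on that array alone. The MAMLD1 probe, at 276, 293 and 335 intensity units, had log2 ratios of -0.10 and 0.04, and the second ranged from -0.02 to 0.04 over the alternatives.

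On the side named as lower, CD44 had log2 ratios of -0.53 at CA 50 μM and -0.26 at CA 100 μM, and both stayed negative under every alternative that gave a value. MYC, measured by 1 probe printed 10 times at 5811, 6865 and 7163 intensity units, had log2 ratios of 0.05 and 0.06, with at least 1 of its CA 100 μM spots in the disturbed band. For the remaining 7 genes, the probe that was well above background in untreated cells was not so at CA 50 μM, and only bounds can be given. They were at least 5.43-fold lower for ULK2, 4.36-fold for HTRA4, 4.21-fold for CLDN5, 3.90-fold for DOCK10, 3.79-fold for FRG2C, 2.67-fold for EGFL6 and 2.08-fold for TCP11. With the lowest single spot as the floor these bounds became 5.11, 4.10, 3.96, 3.67, 3.56, 2.51 and 1.96, in the same order of genes. Each bound rests on 1 spot of at most 59.7 intensity units on the untreated array. The ULK2 and CLDN5 spots lay in a disturbed area of that array, the CLDN5 and DOCK10 spots had a background flag there, and the HTRA4, EGFL6, DOCK10 and TCP11 spots had another dim probe bright on that array alone in the window around them. The other ULK2 and FRG2C probes were not well above background on any array, and the other TCP11 probe was well above it at CA 50 μM alone. At CA 100 μM, DOCK10 had a log2 ratio of -0.90 and FRG2C of -0.55, the latter from a spot in the disturbed band. The other genes given as bounds were not well above background at CA 100 μM either. They were at least 4.74-fold lower there for ULK2, 3.81-fold for HTRA4, 3.68-fold for CLDN5, 2.33-fold for EGFL6 and 1.82-fold for TCP11. These bounds rest on the same spots of the untreated array.

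**Figure D3:**
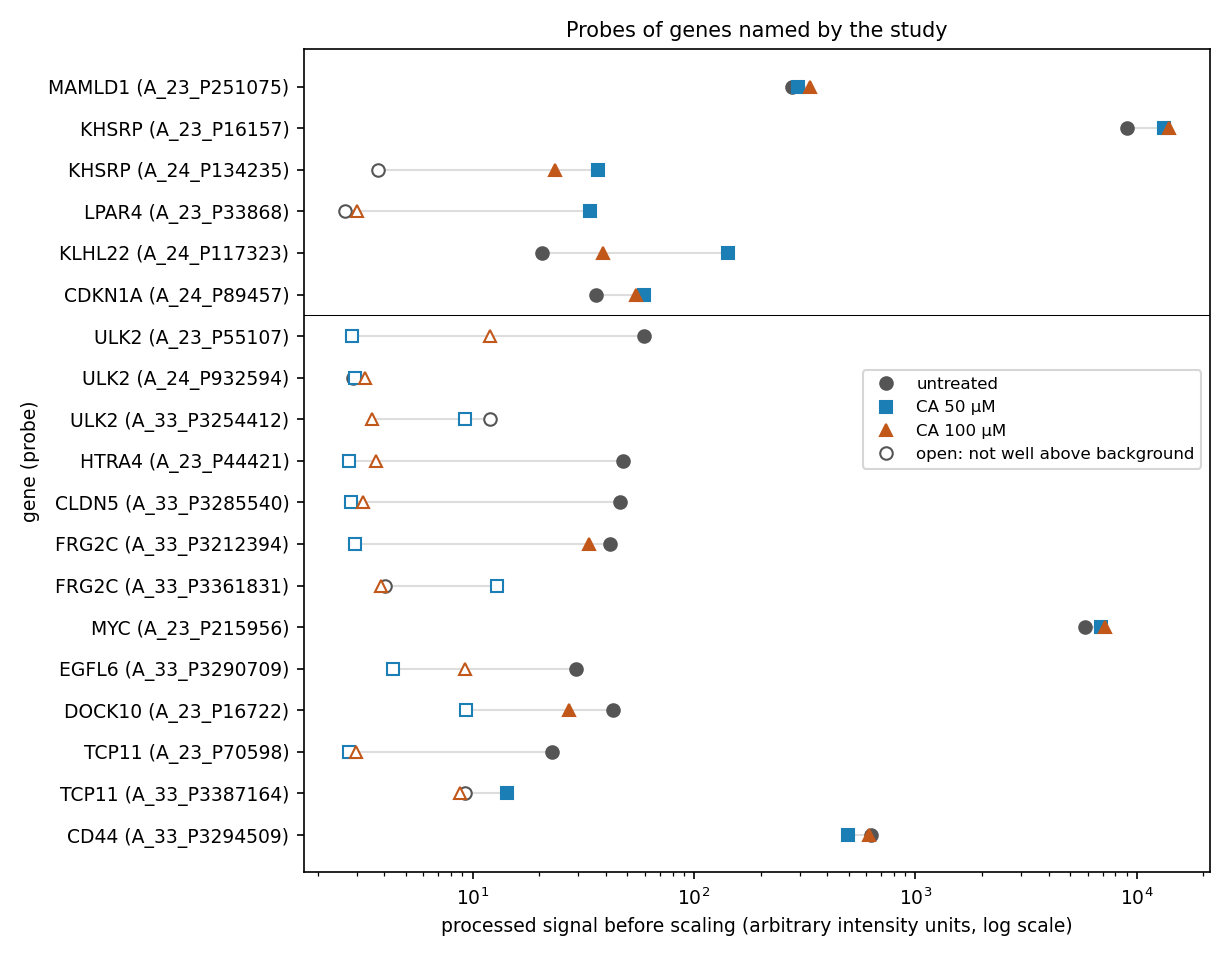
Processed signal before scaling, in arbitrary intensity units on a log axis, of probes of genes named by the study as higher (above the line) or lower (below it), 1 symbol per array, open where the probe was not well above background. MAMLD1 and MYC have closely spaced symbols, whereas most probes below the line have an open CA 50 μM symbol.

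Of the genes followed up in the study, EPCAM had log2 ratios of -0.24 at CA 50 μM and -0.25 at CA 100 μM, the second from a spot in the disturbed band, and both stayed negative under every alternative that gave a value. The brightest SUMO2 probe gave 0.09 and 0.15, and the SUMO3 probe gave 0.03 and -0.00046. MCM7, the host gene of miR-106b and miR-93, gave 0.11 and -0.02 by its brighter probe and 0.68 and 0.64 by its dimmer probe. The miR-17 host transcript MIR17HG was not well above background in untreated cells or at CA 100 μM. The control genes shifted too, by 0.21 and 0.03 for GAPDH, and by 0.28 and 0.01 for the ACTB probe printed 10 times against -0.27 and -0.39 for the other, brighter ACTB probe. Over the alternatives the sign changed for SUMO3 and the brighter ACTB probe at CA 50 μM, from -0.02 to 0.12 and from -0.31 to 0.01, and at CA 100 μM for SUMO2, from -0.08 to 0.26, SUMO3, from -0.02 to 0.06, MCM7, from -0.04 to 0.31, and GAPDH, from -0.06 to 0.21. No direction was assigned to these.

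Gene lists were compared with 10000 random lists of the same size and signal level, as a description of these arrays. The median log2 ratio of 49 MYC target genes was 0.16 at CA 50 μM and 0.04 at CA 100 μM, at the 100th and 99.99th percentiles of the random lists. The 50 G2/M genes had medians of -4.0e-05 and 0.02, at percentiles 99.6 and 99.97, since random lists of like signal had medians below 0. The mean of the G2/M list at CA 50 μM was 0.05, and its median became 0.05 after cyclic loess. The 41 S phase genes had medians of -0.03 and 0.02, at percentiles 89.5 and 99.3, with a mean of 0.05 at CA 50 μM, and the median at CA 100 μM became -0.0045 when arrays were centred on the median of measured probes. The 37 hepatocyte genes had medians of -0.19 and -0.12, at percentiles 0.55 and 2.21, and after cyclic loess the latter was at percentile 10.1. The hepatic progenitor genes, 13 and 14 of which were measured, had medians of -0.07 and -0.22, at percentiles 53.1 and 0.030. The 40 ribosomal protein genes had medians of -0.22 and -0.23, at percentiles 0.29 and 0.00, so that none of the random lists was as low at CA 100 μM. These were the medians that moved most under another scaling, to 0.0036 and -0.00010 in the values deposited by the authors. After cyclic loess they lay at percentiles 50.2 and 0.00. The 40 oxidative phosphorylation genes had medians of -0.14 and -0.09, at percentiles 29.2 and 14.1. The 24 NRF2 target genes had medians of -0.04 and -0.02, at percentiles 72.0 and 75.6, with a mean of 0.03 at CA 50 μM. The 26 ATF4 and unfolded protein response genes had medians of -0.04 and -0.01, at percentiles 57.9 and 76.4, and means of 0.10 and 0.05. Over the alternatives, the medians of this list changed sign at both doses, to 0.05 and 0.03 after cyclic loess, the S phase median at CA 50 μM became 0.02 after cyclic loess, and the oxidative phosphorylation and NRF2 target medians at CA 100 μM became 0.0035 and 0.0014 in the deposited values. The list of genes reported by the study as higher had 5 measured genes, with medians of 0.38 and 0.36 at percentiles 97.47 and 99.4. Of the list reported as lower, 2 genes were measured on both arrays at CA 50 μM, with a median of -0.24 at percentile 9.45, and 4 at CA 100 μM, with a median of -0.40 at percentile 0.51. The median of this list at CA 50 μM moved most of all lists, to -2.93 with a filter on 1 array, since probes at background then entered.

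**Figure D4:**
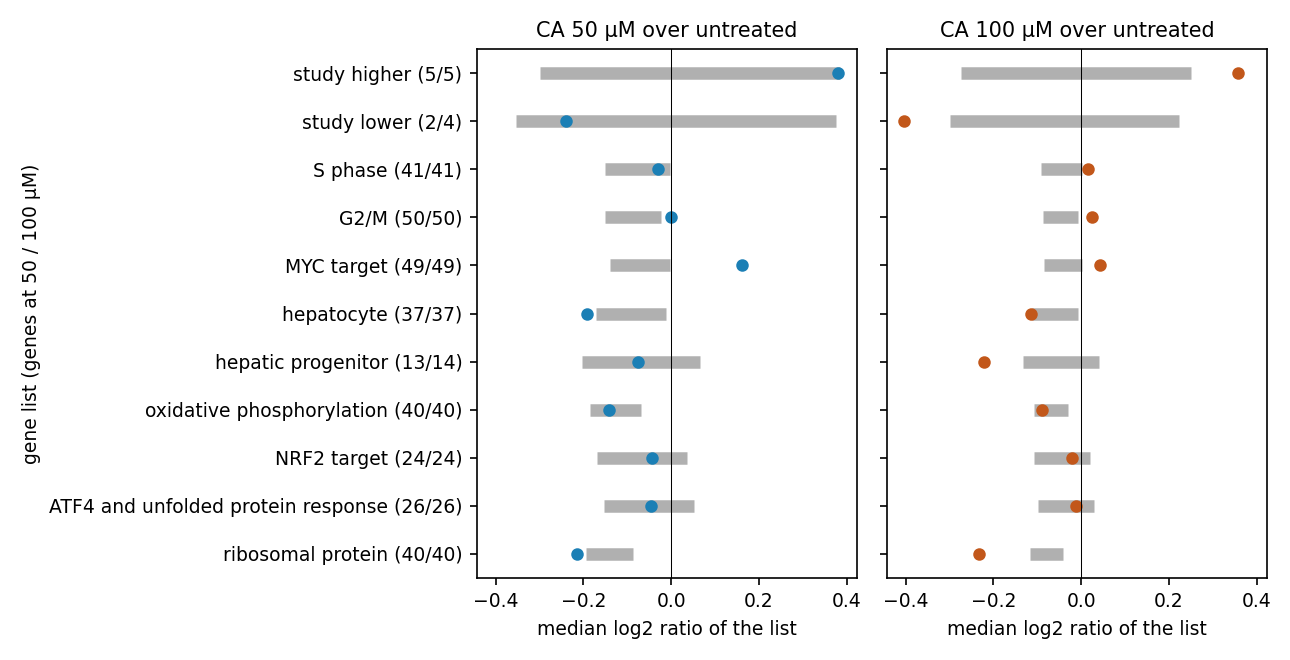
Median log2 ratio to untreated of the gene lists (points) at CA 50 μM and CA 100 μM, with grey bars for the middle 95% of 10000 random lists of the same size and signal, and the number of genes measured at each dose in parentheses. The MYC target list lies above its bar at both doses, and the ribosomal protein and hepatocyte lists lie below theirs.

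By the rule fixed for naming genes, 3 genes were at least 2-fold higher and 16 were at least 2-fold lower at both doses. The higher genes were RUNX1-IT1, with log2 ratios of 1.28 at CA 50 μM and 1.65 at CA 100 μM, CALHM1, with 1.42 and 1.04, and RAB4B, with 1.45 and 1.001, the last at CA 100 μM from a spot with a background flag. The lower genes with the largest changes were H2BC26, with -2.08 and -2.23, FAM110C, with -1.93 and -2.23, the second from a spot in the disturbed band, HHAT, with -1.54 and -1.60, KLK6, with -1.46 and -1.73, and RNF186, with -1.34 and -1.31. The second KLK6 probe, not well above background in untreated cells, was at least 2.07-fold higher at CA 100 μM, so its probes disagreed. All these changes kept their sign under the alternatives that gave a value, and normexp shrank most of them, for example to 0.24 for RUNX1-IT1 and -0.33 for HHAT at CA 50 μM.

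At CA 50 μM, the largest rises were those of KLHL22, ZNF846 and MAZ, with log2 ratios of 2.61, 2.31 and 1.56, and the second MAZ probe gave 1.07. The window around each of these spots held another dim probe that was bright on the CA 50 μM array alone. Spot defects on that array therefore stay open for these rises. Over the alternatives the lowest values of these genes were 1.09, 0.82 and 1.19, so that ZNF846 fell below 2-fold. The largest falls were those of LRATD2, NRG1 and H2BC26, with -2.19, -2.11 and -2.08, and the second NRG1 probe was at least 2.06-fold lower, or 1.94-fold with the lowest single spot as the floor. The smallest falls of LRATD2, NRG1 and H2BC26 over the alternatives were -1.27, -0.81 and -1.19. At CA 100 μM, the PRP4K probe with a log2 ratio of 7.43 had a background flag on that array, and the other PRP4K probes gave 0.24 and 0.16. CYP24A1 followed with 2.55, and its second probe was at least 2.44-fold higher, and GRB7 had 2.23. The largest falls at CA 100 μM were those of H2BC26, FAM110C and SERPINA3, with -2.23, -2.23 and -1.76. The other SERPINA3 probes gave 2.28 and 1.46, so that the mean over its probes was 0.66 and the direction for this gene was not settled.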

Values the study reported

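For Huh7 cells exposed to CA, the study reported array fold changes of +19.33 for MAMLD1, +9.92 for HelT, +7.01 for KHSRP, +5.76 for KLHL22 and +1.35 for CDKN1A. On the lower side it reported fold changes of -13.56 for ULK2, -10.53 for CLDN5, -6.86 for Myc and -1.50 for CD44. Beyond the arrays, the study measured KHSRP, p21, c-Myc, CD44 and EPCAM by qRT-PCR, Western blotting or flow cytometry in Huh7 and H446 cells. It reported higher KHSRP and p21, and lower c-Myc, CD44 and EPCAM, after CA. The study also gave a doubling time of Huh7 cells on day 4 of 1.15 days, which rose to 1.60 days at 50 μM CA.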

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

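Both tests were chosen after the band had been seen, and were set out before the values they use had been looked at.

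Negative-control spots, which match no human transcript and enter none of the comparisons above, were well above background more often on the CA 100 μM array than on the others. Of 153 such spots, 6 were above background at CA 100 μM, against 1 on the untreated and 1 on the CA 50 μM array. All 6 lay among the 9 negative-control spots inside the disturbed areas of that array, which is 66.7% (exact 95% interval from 29.9 to 92.5%), whereas 0 of the 144 outside were above background. The same 9 spots were not above background on the other arrays. A defect of the array surface would brighten spots whatever their sequence, and the negative controls behaved in this way. A change of expression at CA 100 μM would brighten all spots of a probe alike, since they saw the same RNA. For this test the band was found again from single-spot probes alone, and probes printed 10 times were compared that were dim on both other arrays and had spots on both sides of its edge. Over 62 such probes, 66.2% of the 71 spots inside were bright on the CA 100 μM array alone (exact interval from 54.0 to 77.0%), against 0.387% of the 517 spots outside (from 0.0469 to 1.39%). The tables therefore argue against a change of expression as the source of the band, and a surface defect may be its source. Scratches, drying and residue cannot be separated with these values.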

How the results depend on the processing

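Leaving out disturbed areas, leaving out spots with background flags, normexp on the median in place of the mean spot intensity, and the lowest single spot as the floor of bounds were chosen after the data had been seen. The other alternatives were chosen before the data were examined. Scaling on the spike-in spots was not run, since their median signal was 2.78, 2.94 and 3.26 intensity units on the 3 arrays, at the level of background. With 1 array per group, leaving out a replicate and fitting slide or scan as a block were not possible. No paired analysis was possible because no group has more than 1 array.

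Of the list medians under the alternatives, 213 moved by less than the SD of random lists, 68 moved further and 7 that had stood outside the middle 95% of random lists changed sign. Of the counts of changed probes, 56 stayed within 1.5 times the main count and 40 did not. Leaving out saturated spots removed 0 spots and tested nothing. Under every alternative that gave a value, the MYC target list stayed above 0 (from 0.11 to 0.19 at CA 50 μM and from 0.02 to 0.08 at CA 100 μM), and the hepatocyte list stayed below 0 (from -0.24 to -0.12 and from -0.14 to -0.04), as did the hepatic progenitor list (from -0.22 to -0.03 and from -0.24 to -0.11). The ribosomal protein list ranged from -0.26 to 0.0036 at CA 50 μM and from -0.27 to -0.00010 at CA 100 μM.

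Quantile normalization made the same-sign share 74.4%. The list medians became 0.011 (S phase), 0.037 (G2/M), -0.12 (hepatocyte), -0.059 (oxidative phosphorylation), 0.030 (ATF4) and -0.0085 (ribosomal protein) at CA 50 μM and 0.049 (S phase), 0.048 (G2/M), 0.073 (MYC target), -0.072 (hepatocyte), -0.13 (hepatic progenitor), -0.019 (oxidative phosphorylation) and -0.020 (ribosomal protein) at CA 100 μM. Cyclic loess made the same-sign share 74.9%. Medians of lists became 0.023 (S phase), 0.045 (G2/M), -0.12 (hepatocyte), -0.041 (oxidative phosphorylation), 0.047 (ATF4) and -0.019 (ribosomal protein) at CA 50 μM and 0.057 (S phase), 0.056 (G2/M), 0.077 (MYC target), -0.037 (hepatocyte), -0.16 (hepatic progenitor), -0.0069 (oxidative phosphorylation), 0.025 (ATF4) and -0.096 (ribosomal protein) at CA 100 μM. Centring on the median of measured probes made the same-sign share 76.4%. The list medians became -0.080 (S phase), -0.049 (G2/M), 0.11 (MYC target), -0.24 (hepatocyte), -0.19 (oxidative phosphorylation) and -0.26 (ribosomal protein) at CA 50 μM and -0.0045 (S phase), 0.0033 (G2/M), -0.11 (oxidative phosphorylation) and -0.25 (ribosomal protein) at CA 100 μM. The values deposited by the authors made the correlation of the doses 0.582 and the same-sign share 74.4%. The list medians became 0.017 (S phase), 0.037 (G2/M), -0.12 (hepatocyte), -0.050 (oxidative phosphorylation), 0.037 (ATF4) and 0.0036 (ribosomal protein) at CA 50 μM and 0.063 (S phase), 0.059 (G2/M), 0.085 (MYC target), -0.064 (hepatocyte), -0.11 (hepatic progenitor), 0.0035 (oxidative phosphorylation), 0.025 (ATF4) and -0.00010 (ribosomal protein) at CA 100 μM. Of the medians outside the middle 95% of random lists, those that changed sign here were of G2/M genes at CA 50 μM, whose main median of -4.0e-05 is at 0, S phase genes at CA 100 μM under centring on the median, and ribosomal protein genes at CA 50 μM in the deposited values. Among the medians inside it, for the lists reported here, the sign changed under these scalings for S phase genes at CA 50 μM and ATF4 genes at both doses after quantile normalization, after cyclic loess and in the deposited values, and for oxidative phosphorylation and NRF2 target genes at CA 100 μM in the deposited values. Quantile normalization and cyclic loess remove trends with signal by construction, which covers the shift of lists of bright genes. Beyond that the cause was not tested. The higher share of the changed probes at CA 50 μM was 57.3% in the main values, 50.5% after quantile normalization, 48.2% after cyclic loess, 48.2% after centring on the median and 46.1% in the deposited values. Of the 138 probes called higher, 106 were kept by cyclic loess and 100 in the deposited values, and of the 103 called lower, 103 were kept by both.

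Normexp on median spot intensities gave counts of 20 higher and 19 lower at CA 50 μM, 8 higher and 8 lower at CA 100 μM, 19 higher and 8 lower at CA 100 μM against CA 50 μM and 2 higher and 5 lower at both doses. Its counts on 1 side of background were 5 higher and 1 lower at CA 50 μM, 1 higher and 2 lower at CA 100 μM and 3 higher and 5 lower at CA 100 μM against CA 50 μM. It made the correlation of the doses 0.654, the same-sign share 76.2% and the replicate-spot SD 0.083. Medians of lists became 0.076 (study higher), -0.15 (hepatocyte) and -0.18 (oxidative phosphorylation) at CA 50 μM and 0.050 (study higher), -0.25 (study lower), -0.13 (hepatic progenitor), -0.069 (oxidative phosphorylation) and -0.27 (ribosomal protein) at CA 100 μM. An offset of 50 compresses the ratios of dim probes by construction, and 19 of the 138 higher calls and 18 of the 103 lower calls at CA 50 μM were kept. The higher share of the changed probes at CA 100 μM became 50.0%, from 71.4%. Fitted over all spots, normexp failed on the CA 100 μM array. There 6 spots fell below their local background, the lowest by -22913 units, the fitted background was -344 against 17.5 on the untreated array, and 7849 probes came out higher. Without spots with background flags it was 20.7.

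A filter on 1 array gave counts of 407 higher and 316 lower at CA 50 μM, 765 higher and 271 lower at CA 100 μM, 739 higher and 258 lower at CA 100 μM against CA 50 μM and 135 higher and 145 lower at both doses. It made the correlation of the doses 0.391 and the same-sign share 74.5%. Medians of lists became -2.93 (study lower) and -0.16 (hepatic progenitor) at CA 50 μM and -1.91 (study lower) at CA 100 μM. No filter gave counts of 1074 higher and 1050 lower at CA 50 μM, 1360 higher and 1139 lower at CA 100 μM, 1219 higher and 937 lower at CA 100 μM against CA 50 μM and 337 higher and 566 lower at both doses. It made the correlation of the doses 0.463 and the same-sign share 72.8%. The list medians became -2.93 (study lower) and -0.22 (hepatic progenitor) at CA 50 μM and 0.20 (study higher) and -0.90 (study lower) at CA 100 μM. No filter with a floor gave counts of 194 lower at CA 50 μM, 526 higher and 109 lower at CA 100 μM, 579 higher and 76 lower at CA 100 μM against CA 50 μM and 22 higher and 68 lower at both doses. It made the correlation of the doses 0.430 and the same-sign share 54.2%. Medians of lists became -1.92 (study lower) and -0.15 (hepatic progenitor) at CA 50 μM and 0.20 (study higher) and -0.90 (study lower) at CA 100 μM. These settings add probes at background, whose ratios are not measured on both sides. With no filter and a floor the median log2 ratio of all probes was -0.15 at CA 50 μM and 0.04 at CA 100 μM, and the higher share at CA 100 μM was 82.8%. The floor differed between arrays, so that probes at the floor on all of them had opposite signs. This lowers the same-sign share by construction.

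With the mean over the probes of a gene, the list medians became 0.016 (G2/M) and -0.17 (ribosomal protein) at CA 50 μM. The log2 ratio of SERPINA3 at CA 100 μM changed sign, to 0.66, since its probes disagree. Counting 1 probe per gene gave counts of 67 higher at CA 50 μM, 66 higher and 30 lower at CA 100 μM, 86 higher and 13 lower at CA 100 μM against CA 50 μM and 3 higher and 17 lower at both doses. It made the same-sign share 76.8%. Fewer probes were counted there, 14700 at CA 50 μM.

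Leaving out disturbed areas gave counts of 50 higher at CA 100 μM and 51 higher at CA 100 μM against CA 50 μM. Its counts on 1 side of background were 47 higher at CA 100 μM and 54 higher at CA 100 μM against CA 50 μM. It made the correlation of the doses 0.638. The list medians became -0.26 (study lower) at CA 100 μM. The higher share at CA 100 μM became 47.6%. Of the 142 probes called higher at CA 100 μM, 50 were kept, and of the 57 called lower, 55. Leaving out spots with background flags made the correlation of the doses 0.613. Medians of lists became 0.0012 (G2/M) at CA 50 μM and -0.26 (study lower) at CA 100 μM.

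With the lowest single spot as the floor of bounds, 75 in place of 91 probes were lower at CA 50 μM on 1 side of background, and 394 in place of 426 higher at CA 100 μM against CA 50 μM. Low signal over background limits many of these calls. Of the changed probes, 52.3% at CA 50 μM and 75.9% at CA 100 μM were in the dimmest of 5 equal classes of signal.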

Other observations

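The tests of the probes of study genes measured on 1 side, of exchanged dose labels, of the higher calls at CA 100 μM and of abundant epithelial markers at background were chosen after the results had been seen. The tests of replicate spots, those in the bright areas of the untreated array included, of second probes, of the order of the epithelial markers and of cyclic loess were set out before their results were seen.

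Calls of higher expression at CA 100 μM were concentrated in the disturbed band. Of the single-spot probes at least 2-fold higher there against untreated, 65.2% lay in disturbed areas, which held 5.69% of the probes compared. A surface defect of that array is a candidate source of these calls. For lower calls at CA 100 μM the share in disturbed areas was 3.51%. At CA 50 μM 2 of the 137 single-spot probes called higher lay in disturbed areas.

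The probes of ULK2 and CLDN5, given above only as bounds, lay close together in a bright area of the untreated array. Bright areas found on that array from other single-spot probes alone held both. Such areas consist by definition of places where many dim spots are bright, so that bright neighbours of the 2 probes are no test of the area as the source. Replicated probes would show it, but 2 of them alone had dim spots on both sides of the edge, with 0 of 2 spots inside bright (0%, exact interval up to 84.2%) and 0 of 9 outside. A bright area on the untreated array and a fall in expression with CA cannot be told apart, since both probes have 1 spot and too few replicated probes lie there.

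Outside the disturbed areas, 136 single-spot probes were not well above background on both other arrays and at least 4-fold brighter on 1 array, 48 of them on the untreated, 41 on the CA 50 μM and 47 on the CA 100 μM array. Probes printed 10 times show how often such a spot arises with no difference in RNA, since all spots of a probe on an array saw the same RNA. Of 3788 dim spots of replicated probes, 32 stood out at least 4-fold from their siblings on the same array, or 0.845%. Applied to the single-spot probes, this rate gives 244 such probes, more than the number seen. All 32 carried the outlier flag that compares a spot with its siblings, which cannot be set for a probe with 1 spot. Spot defects may therefore account for all of the isolated switches. A change of expression with CA would also move the other probes of the same genes. For 9 of these switched probes the gene had another measured probe, and in 33.3% of them (3 of 9, exact interval from 7.49 to 70.1%) the other probes moved in the same direction, against 49.2% over all probes. With 9 probes, chance and a change of expression cannot be told apart.

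Of the genes given above only as bounds and 3 probes without a name in the table used here, 13 single-spot probes were well above background in 1 of the untreated and CA 50 μM arrays only. In 61.5% of them (8 of 13, exact interval from 31.6 to 86.1%) another spot bright on the same array alone lay in the window around them, against 9.79% of other dim probes. Without ULK2 and CLDN5 it was 6 of 11. This is what spot defects on 1 array would give, and they are a candidate explanation for these values. LPAR4, HTRA4, EGFL6, DOCK10 and the first TCP11 probe had such a neighbour, and KHSRP, FRG2C and the second TCP11 probe did not. A change of expression stays open for each of them. Of these genes only KHSRP has another probe measured on all arrays, and it rose less, with a log2 ratio of 0.38 at CA 50 μM.

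Values at CA 100 μM lay between those of the untreated and CA 50 μM arrays in 50.5% of probes, and the share was between 36.9% and 58.8% in each of 10 classes of signal. A response of the arrays that depends on signal does not account for this, as the share was still 49.5% after cyclic loess, where 33.3% would be left with no preferred order. Independent arrays that differ in spread alone gave 40.7% on average, so that a smaller spread of the CA 100 μM array goes with part of this share. It was 51.3% without the disturbed areas. Labels of the doses that were exchanged would give the same order, and so would a weaker effect of the higher dose or a difference between cultures or extractions. With 1 array per group these cannot be told apart.

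Log2 ratios at CA 50 μM fell with signal, from a median of 0.07 in the second dimmest class of probes to -0.13 in the brightest. An unequal response of the arrays to signal would be removed by cyclic loess. After it, the ribosomal protein list at CA 50 μM was at percentile 50.2 of random lists, so that its low median at this dose may reflect that trend. The same list at CA 100 μM was still at percentile 0.00 after cyclic loess, with a median of -0.10, but it was near 0 in the values deposited by the authors, and the cause was not tested.

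KRT14 and KRT17, seen while the tables were read, had their lowest values at CA 50 μM and their highest at CA 100 μM. KRT14 was at 306, 99.1 and 765 intensity units on the untreated, CA 50 μM and CA 100 μM arrays. RNA of another epithelial cell type in unequal amounts would give the same order in other markers. Of 30 basal epithelial markers, 18 were measured on all 3 arrays, and 16.7% of them showed this order (3 of 18, exact interval from 3.58 to 41.4%), against 10.9% of all genes. Their median log2 ratio was -0.44 at CA 50 μM, at percentile 0.00 of random lists, and -0.20 at CA 100 μM, at percentile 0.02, so that they were not higher at CA 100 μM than in untreated cells. This argues against basal epithelial cells as the source of the whole order. Against CA 50 μM, however, the median at CA 100 μM was 0.12, at percentile 99.6, which goes with the part of the order that is lowest at CA 50 μM. Basal cells would bring all their abundant transcripts, but KRT5, KRT6A and KRT6B were not well above background on any array and had at most 3.49 intensity units at CA 100 μM. The tables argue against such cells as the source of that part too. RNA of other epithelial cells was not tested. The marker genes measured here are also expressed by Huh7 cells, such as KRT81 at 10667 and SFN at 6735 intensity units in untreated cells. A lower level of these genes under CA stays open and has no replicate check.

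In the deposited log2 table, KLHL22 was 5.76-fold and CDKN1A 1.35-fold higher at CA 50 μM, and ULK2 was 13.6-fold, CLDN5 10.5-fold and CD44 1.49-fold lower. These are close to the changes quoted above. For ULK2 and CLDN5 the deposited folds rest on values at background at CA 50 μM, and the bounds of 5.43-fold and 4.21-fold are lower. For other genes the main values differed from those quoted from the study. The log2 ratio of the MAMLD1 probe at CA 50 μM was -0.10 here. That is smaller in size than the 0.21 of GAPDH, so this probe did not show the rise quoted above. The log2 ratio of the brighter KHSRP probe was 0.38. That is smaller than the change quoted above. In the deposited log2 table, however, the dim KHSRP probe was 7.02-fold higher. That is close to the change quoted above, so the difference rests on which probe is taken, and the dim probe allows only a lower bound. The log2 ratio of the MYC probe was 0.05. That is also smaller than the 0.21 of GAPDH, so this probe did not show the fall quoted above. In the deposited log2 table, 3 probes whose accessions the name table does not hold, chosen after their values were seen, lay close in size to changes quoted above. A_33_P3245163 was 6.86-fold lower at CA 50 μM, with a signal of 35.9 intensity units on the untreated array, and was not well above background at either dose. By the rule for bounds it was at least 3.27-fold lower at CA 50 μM. A_33_P3209167 was 18.9-fold higher, with a signal of 101 intensity units at CA 50 μM, and A_33_P3290677 was 9.92-fold higher, with 52.7, and both were not well above background on the other arrays. By the rule for bounds they were at least 7.24-fold and 3.78-fold higher. The window around A_33_P3290677 held 3 other dim spots that were bright on the CA 50 μM array alone. A_33_P3245163, A_33_P3209167 and A_33_P3290677 are close to the changes quoted for Myc, MAMLD1 and HelT in that order. The differences for MYC and MAMLD1 may therefore hold only for the probes named here.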
